# Enhanced Antitumor Efficacy of Radium-223 and Enzalutamide in the Intratibial LNCaP Prostate Cancer Model

**DOI:** 10.3390/ijms24032189

**Published:** 2023-01-22

**Authors:** Mari I. Suominen, Matias Knuuttila, Christoph A. Schatz, Andreas Schlicker, Jukka Vääräniemi, Birgitta Sjöholm, Esa Alhoniemi, Bernard Haendler, Dominik Mumberg, Sanna-Maria Käkönen, Arne Scholz

**Keywords:** radium-223, enzalutamide, prostate cancer, targeted alpha therapy, bone metastases, CRPC

## Abstract

Radium-223 dichloride and enzalutamide are indicated for metastatic castration-resistant prostate cancer and their combination is currently being investigated in a large phase 3 clinical trial. Here, we evaluated the antitumor efficacy of radium-223, enzalutamide, and their combination in the intratibial LNCaP model mimicking prostate cancer metastasized to bone. *In vitro* experiments revealed that the combination of radium-223 and enzalutamide inhibited LNCaP cell proliferation and showed synergistic efficacy. The combination of radium-223 and enzalutamide also demonstrated enhanced *in vivo* antitumor efficacy, as determined by measuring serum PSA levels in the intratibial LNCaP model. A decreasing trend in the total area of tumor-induced abnormal bone was associated with the combination treatment. The serum levels of the bone formation marker PINP and the bone resorption marker CTX-I were lowest in the combination treatment group and markedly decreased compared with vehicle group. Concurrent administration of enzalutamide did not impair radium-223 uptake in tumor-bearing bone or the ability of radium-223 to inhibit tumor-induced abnormal bone formation. In conclusion, combination treatment with radium-223 and enzalutamide demonstrated enhanced antitumor efficacy without compromising the integrity of healthy bone. The results support the ongoing phase 3 trial of this combination.

## 1. Introduction

Radium-223 dichloride (radium-223) is the first and only targeted alpha therapy used for the treatment of patients with metastatic castration-resistant prostate cancer (mCRPC). Radium-223 has been shown to improve overall survival and quality of life and reduce symptomatic skeletal events (SSEs) in patients with mCRPC [1,2]. Due to its calcium-mimicking properties, radium-223 binds to newly-formed bone matrix, particularly in areas of active bone turnover, such as bone metastases. Once incorporated into bone matrix, radium-223 induces DNA double-strand breaks in cancer cells, osteoblasts, and osteoclasts via alpha radiation [3].

Enzalutamide is a second-generation androgen receptor (AR) inhibitor used for the treatment of men with mCRPC [4], metastatic hormone-sensitive prostate cancer [5], or non-metastatic CRPC [6,7]. Pivotal phase 3 trials AFFIRM and PREVAIL have confirmed the antitumor efficacy of enzalutamide in mCRPC patients with bone metastases [4,8,9]. Due to the distinctly different mechanisms of action of radium-223 and enzalutamide, combination treatment holds potential for improving the outcomes of patients with mCRPC. Enzalutamide has been shown to radiosensitize cancer cells to radiation therapy *in vitro* by affecting the DNA damage repair pathway [10] and the expression of inflammation- and metabolism-related genes [11], and to enhance radiation-induced antitumor efficacy in mice bearing LNCaP tumors [12]. Promising results suggesting favorable safety and tolerability of the radium-223 and enzalutamide combination treatment have been reported recently [13,14]. Currently, the combination of radium-223 and enzalutamide is under investigation in the clinical phase 3 PEACE III (EORTC-1333-GUCG) trial [15,16].

Here, we report the preclinical characterization of radium-223 in combination with the AR inhibitor enzalutamide. We evaluated the antitumor efficacy of radium-223 treatment and its possible effects on bone in combination with enzalutamide in the intratibial LNCaP xenograft model mimicking prostate cancer metastasized to bone. Taken together, the results support the ongoing clinical development of radium-223 in combination with enzalutamide for the treatment of mCRPC.

## 2. Results

### 2.1. The Combination of Radium-223 and Enzalutamide Has Synergistic Antiproliferative Efficacy In Vitro

Cell viability of androgen-sensitive LNCaP cells was assessed by exposing the cells to radium-223 and enzalutamide treatment in androgen-depleted conditions *in vitro*. The combination of radium-223 and enzalutamide showed a synergistic antiproliferative effect with combination indexes between 0.43–0.50 (Figure 1). The single compound EC_50_ values for radium-223 and enzalutamide were 1.03 kBq/mL and 3.71 µM, respectively.

### 2.2. Enzalutamide Treatment Downregulates Pathways Involved in DNA Damage Repair

The expression of DNA damage repair genes was studied in LNCaP cells treated with the synthetic androgen R1881 or the combination of R1881 and enzalutamide. 

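LNCaP is an androgen-sensitive human prostate cancer cell line, R1881 is a synthetic androgen, and enzalutamide is a drug that blocks androgen signalling. The sample labels give 10 libraries of cells treated with 1 nM R1881 and 5 libraries of cells treated with 1 nM R1881 and 2 µM enzalutamide. Cells were starved of androgen for 2 days and collected after 22 h of treatment. Polyadenylated RNA was sequenced, and the authors mapped the reads with STAR to GRCh38 and counted them per gene with featureCounts. The deposited values are CPM, the unit of Figure 2E–G, for 17272 genes in each of the 15 libraries, and the rule by which these genes were kept is not given in the sources used here. The values of a library summed to between 1053406 and 1078567 with R1881 and between 985580 and 1008992 with R1881 + enzalutamide, so library sizes had been rescaled by a rule that is not given there either. Every value was a whole multiple of the value of a single read in its library, within a tolerance of 0.01 reads, which gave back the read counts. Between 15830745 and 24316740 reads per library were counted on genes with R1881 (median 23194075), and between 21188661 and 25416052 with R1881 + enzalutamide (median 21893693). The mean over all libraries was 21.9 M counted reads, beside an average depth of 21 M reads per sample stated in the paper. These are unlike measures, since the first holds only reads counted on the kept genes and the second is the depth of sequencing. The expression values given here are the CPM as deposited, unless another setting is named. Gene-wise differences were tested with limma on log2(CPM + 0.5) for the 17046 genes with a mean CPM of at least 0.5, with Benjamini-Hochberg adjustment, so that fold changes are on the log2(CPM + 0.5) scale and understate the change of genes with few reads. As a check of the treatment, 3 known androgen-induced genes were examined first. The median CPM of KLK2 decreased by 96.6%, that of FKBP5 by 96.9% and that of TMPRSS2 by 91.5% with enzalutamide, and for each of these genes every R1881 + enzalutamide library lay below every R1881 library (two-sided exact permutation test over all regroupings of the 15 libraries, p = 0.000333, the smallest that this design allows). The labels number the R1881 libraries 51 to 55 and 71 to 75 and the R1881 + enzalutamide libraries 81 to 85. The meaning of these numbers is not given in the sources used here, and since no series of numbers holds both treatments, a difference between series cannot be separated from the treatment. Results were therefore also computed against each R1881 series alone.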

Gene set enrichment analysis (GSEA) of RNA sequencing data showed downregulation of four pathways involved in DNA damage response (Figure 2A–D). 

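The ratio of the median CPM with R1881 + enzalutamide to that with R1881 was ranked over the 17258 genes with a median above 0 in both groups. Gene lists were tested on this ranking with the multilevel method of fgsea, which started from 10000 simple permutations. Benjamini-Hochberg adjustment was over 11 lists. The Reactome lists of the Molecular Signatures Database were not used here. Lists for the 4 pathways were written by hand from general knowledge after the pathway names, so their members can differ from those behind Figure 2A–D. The normalized enrichment score (NES) was -4.70 for DNA strand elongation (32 genes, adjusted p = 1.98e-13 from fgsea) and -3.43 for activation of ATR in response to replication stress (37 genes, adjusted p = 2.40e-07 from fgsea). The choice of ranking moved these scores most. Ranked on limma's moderated statistic in place of the ratio, the NES was -2.17 for DNA strand elongation and -2.21 for ATR activation. Since fgsea permutes genes and not libraries, a score was also computed per library as the mean log2(CPM + 0.5) of a list minus that of all tested genes. For DNA strand elongation this score was 1.36 ± 0.058 with R1881 (SD, n = 10) and 0.64 ± 0.033 with R1881 + enzalutamide (SD, n = 5), and for ATR activation it was 1.28 ± 0.066 and 0.61 ± 0.047. The differences of -0.72 and -0.66 exceeded the spread between libraries (two-sided exact permutation test, p = 0.000333 for each, 0.000363 after Benjamini-Hochberg adjustment over 12 lists), and no library of either treatment lay within the range of the other. Of the 32 DNA strand elongation genes, 30 were lower with enzalutamide at an adjusted p under 0.05 from limma and none was higher, and 31 were lower when adjusted over the list alone. Of the 37 ATR activation genes, 30 were lower and 1 was higher, with the same counts when adjusted over the list alone. The 3 lowest members of the ATR activation list were CDC6, with a log2 fold change of -1.60 (standard error 0.047, adjusted p = 2.69e-17 from limma), CDC25A with -1.47 and CDC45 with -1.38. CDC45 was also the lowest member of the DNA strand elongation list, followed by GINS2 with -1.36 and FEN1 with -1.35. All 4 pathway lists were also lower by camera with a preset correlation between genes and by fry, with adjusted p-values of at most 7.95e-05. With a correlation estimated from these libraries, camera gave adjusted p-values of 0.0873 for DNA strand elongation and 0.0948 for ATR activation, and 0.219 and 0.284 for the other lists, so that none of them passed 0.05.

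**Figure D1:**
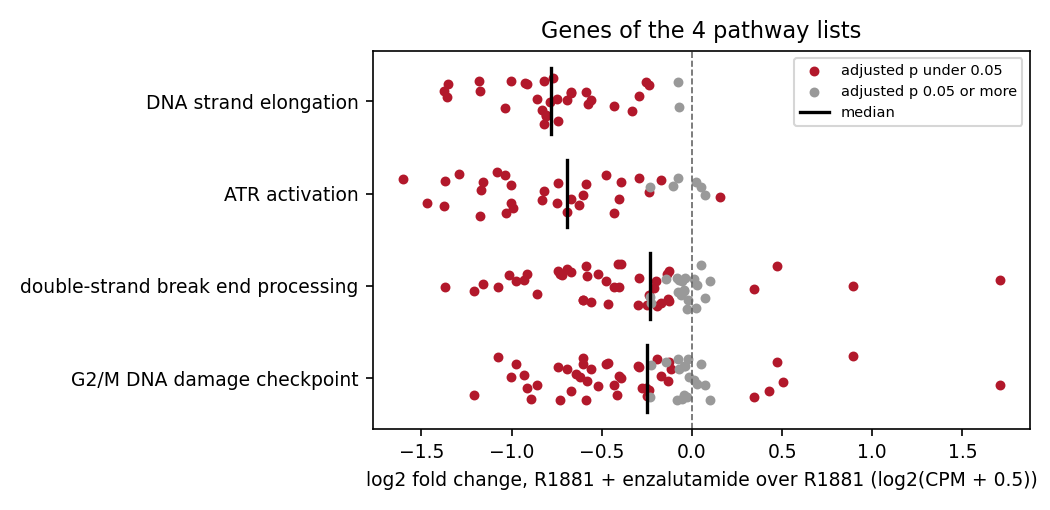
Each point is a gene of a pathway list, placed by its log2 fold change with R1881 + enzalutamide over R1881 on the log2(CPM + 0.5) scale; red points have an adjusted p under 0.05 from limma, gray points do not, black bars mark the median of each list, and the vertical spread within a row carries no value. The medians lie at -0.78 for DNA strand elongation, -0.69 for ATR activation, -0.23 for double-strand break end processing and -0.25 for the G2/M DNA damage checkpoint.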

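The list for processing of DNA double-strand break ends and that for the G2/M DNA damage checkpoint each held 61 genes with values and fell less than the lists for DNA strand elongation and ATR activation. On the ratio of median CPM the NES was -2.60 for double-strand break end processing (adjusted p = 1.52e-05 from fgsea) and -2.33 for the G2/M DNA damage checkpoint (adjusted p = 0.000106 from fgsea). The score per library decreased from 1.34 ± 0.055 with R1881 (SD, n = 10) to 1.06 ± 0.036 with R1881 + enzalutamide (SD, n = 5) for double-strand break end processing, and from 1.62 ± 0.064 to 1.37 ± 0.046 for the G2/M DNA damage checkpoint. The differences were -0.28 and -0.25 (two-sided exact permutation test, p = 0.000333 for each). In the list for double-strand break end processing 38 genes were lower and 4 were higher with enzalutamide at an adjusted p under 0.05 from limma, and in the G2/M checkpoint list 37 were lower and 6 were higher, with the same counts when adjusted over the list alone. EXO1, which is in both lists, had a log2 fold change of -1.21 (standard error 0.087, adjusted p = 1.14e-10 from limma). CDK2, of the list for double-strand break end processing, decreased from 97.4 ± 4.08 CPM (SD, n = 10) to 43.5 ± 3.21 CPM (SD, n = 5), and CDC25C, of the G2/M checkpoint list, from 12.7 ± 1.11 CPM to 6.08 ± 0.444 CPM. The core histones H2B and H4 were not part of these lists. With their genes added the NES was -1.85 for double-strand break end processing and -1.66 for the G2/M DNA damage checkpoint, with adjusted p-values of 0.00193 and 0.00842 from fgsea.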

Notably, mRNA expression of genes contributing to the processing of DNA double-strand break ends (Figure 2A) and the G2/M DNA damage checkpoint (Figure 2B) was downregulated after enzalutamide treatment. 

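CLSPN lies on the minus strand of chromosome 1 from 35720218 to 35769978 of GRCh38 (GENCODE v44, 25 exons in its canonical transcript), BRCA1 on the minus strand of chromosome 17 from 43044295 to 43170245 (23 exons) and DNA2 on the minus strand of chromosome 10 from 68414064 to 68472121 (21 exons). Each overlaps noncoding genes or pseudogenes on the opposite strand, among them NBR2 for BRCA1, and BRCA1 also overlaps the pseudogene BRCA1P1 on its own strand. Whether the counting used the strand is not given in the sources used here. The median CPM of CLSPN was 18.4 with R1881 and 6.87 with R1881 + enzalutamide, a decrease of 62.7%. For BRCA1 the median was 37.3 CPM with R1881 and 18.9 CPM with R1881 + enzalutamide, a decrease of 49.2%, and for DNA2 it was 17.9 CPM and 9.73 CPM, a decrease of 45.5%. For CLSPN the median library held 153 reads with R1881 + enzalutamide, for BRCA1 432 and for DNA2 214. Every R1881 + enzalutamide library lay below every R1881 library for all 3 genes (two-sided exact permutation test on log2(CPM + 0.5), p = 0.000333 for each, the smallest this design allows). The comparison group moved the decreases of CLSPN and DNA2 most, and the scaling that of BRCA1, which was 45.2% with library totals set to 1000000, an alternative chosen after seeing the data. Against the R1881 libraries 51 to 55 alone they were 66.3% for CLSPN, 51.8% for BRCA1 and 50.1% for DNA2, and against the R1881 libraries 71 to 75 alone 60.3%, 46.8% and 42.3%. With each library left out in turn the decrease stayed between 61.8% and 63.6% for CLSPN, between 47.6% and 49.6% for BRCA1 and between 44.5% and 46.5% for DNA2.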

On a single gene level, *CLSPN*, *BRCA1*, and *DNA2* (Figure 2E–G), all involved in DNA damage repair signaling, were prominently downregulated by the enzalutamide treatment, from almost 50% up to a 63% decrease when compared with R1881 stimulation without enzalutamide.

### 2.3. Combination Treatment with Radium-223 and Enzalutamide Exhibits Enhanced Antitumor Efficacy In Vivo

The antitumor efficacy of the radium-223 and enzalutamide combination treatment was evaluated in the intratibial LNCaP xenograft mouse model that mimics prostate cancer metastasized to bone. Of all inoculated mice, 48% showed established tumor growth with prostate-specific antigen (PSA) levels over 0.12 ng/mL six weeks after inoculation. At the start of treatment, the mean PSA value was 1.57 ng/mL (SD 2.04 ng/mL, range 0.12–11.9 ng/mL). The mice were administered with vehicle, radium-223 (330 kBq/kg, on days 0 and 28), enzalutamide (30 mg/kg, once daily for 28 days), or with a combination. In the radium-223 or enzalutamide monotherapy groups, the relative PSA change from the pre-treatment baseline did not differ from the vehicle group, but the radium-223 and enzalutamide combination treatment completely prevented the PSA increase (Figure 3A). Furthermore, the relative change from the baseline serum PSA value was significantly lower in the combination group when compared with vehicle (*p* = 0.04), radium-223 (*p* = 0.008) or enzalutamide (*p* = 0.002) monotherapy groups (Figure 3A). In addition, a statistical interaction between radium-223 and enzalutamide treatments was found (*p* = 0.003), confirming the synergistic effect on serum PSA. A decreasing trend (*p* = 0.08; 46% of vehicle) in the total area of abnormal bone was observed with the combination treatment when compared with vehicle (Figure 3B,C). As expected, intratibially inoculated LNCaP cells formed tumors within the bone marrow (Figure 3D). Upon combination treatment, the total fibrotic area detected in the bone marrow increased (*p* = 0.03) when compared with vehicle (Figure 3E). The fibrotic areas were found in the vicinity of tumors and could have been a result of tumor tissue eradication due to combination treatment (Figure 3D). The second injection of radium-223 was given on day 28, one day before sacrifice, to measure the uptake of radium-223 in bone. Compared with radium-223 monotherapy, concurrent enzalutamide treatment did not affect the radium-223 uptake in tumor-bearing (Figure 3F). No marked body weight loss (>10%) was observed in any of the treatment groups (Figure 3G), demonstrating that all treatments were well tolerated.

### 2.4. Radium-223 and Enzalutamide Combination Treatment Inhibits Abnormal Bone Turnover

To evaluate the effects of radium-223 and enzalutamide on bone turnover, serum levels of the bone formation marker procollagen type I N-terminal propeptide (PINP) and the bone resorption marker C-terminal telopeptide of type I collagen (CTX-I) were measured. A prominent decline in PINP levels was observed in mice treated with the combination of radium-223 and enzalutamide (Figure 4A). At the end of the study, PINP levels were significantly lower in mice administered with the combination treatment than in vehicle-treated (*p* = 0.03) or enzalutamide-treated (*p* < 0.001) mice, while no difference in comparison to radium-223-treated mice was observed (Figure 4B). Correspondingly, CTX-I levels decreased in mice treated with the combination treatment (Figure 4C), resulting in lower CTX-I levels compared with the vehicle (*p* = 0.004) and enzalutamide monotherapy (*p* = 0.004) (Figure 4D). Taken together, these data suggest that the combination treatment with radium-223 and enzalutamide inhibits tumor-induced abnormal bone remodeling.

### 2.5. Concurrent Enzalutamide Administration Does Not Impair Radium-223-Specific Antitumor Effects in Bone or Its Ability to Inhibit Abnormal Bone Formation

To further evaluate the effects of concurrent enzalutamide treatment on radium-223 activity, the number of osteoclasts and disease-driving osteoblasts in tumor-bearing and non-tumor-bearing tibiae were quantified. The relative number of osteoblasts in the tumor-bearing tibiae was reduced by radium-223 monotherapy (*p* < 0.001) and the combination treatment (*p* = 0.04) compared with vehicle (Figure 5A,B), while the reduction upon combination treatment did not reach statistical significance in the non-tumor-bearing bone (Figure 5C). In contrast, the number of osteoclasts in tumor-bearing (Figure 5D) or non-tumor-bearing (Figure 5E) tibiae was not affected by any of the treatments. The amount of trabecular (Figure 5F) and periosteal (Figure 5G) mineralizing surface were decreased by radium-223 alone and in combination with enzalutamide compared with vehicle. No changes were observed in the endocortical mineralizing surface between the combination therapy and either of the monotherapies (Figure 5H). Together, these data demonstrate that antitumor efficacy of radium-223 and its ability to inhibit abnormal bone formation were not affected by concurrent enzalutamide administration.

### 2.6. Radium-223 and Enzalutamide Combination Treatment Does Not Affect Bone Microarchitecture

To investigate whether the combination of radium-223 and enzalutamide affects bone quality and structure, densitometric and morphometric measures of total, trabecular, and cortical bone compartments were assessed in non-tumor-bearing tibiae using micro-CT. Total bone volume (Figure 6A, 97.7% of vehicle) and trabecular bone volume fraction (Figure 6B, 99.7% of vehicle) were not affected by the combination treatment compared with vehicle. However, trabecular thickness (Figure 6C, 114.7% of vehicle) and trabecular separation (Figure 6D, 136.5% of vehicle) were increased by enzalutamide monotherapy, but not by the combination treatment when compared with vehicle. Conversely, a decreasing trend in trabecular number (Figure 6E, 93.1% of vehicle) and cross-sectional cortical bone area (Figure 6F, 89.9% of vehicle) was associated with the combination treatment. In addition, the combination treatment reduced cortical thickness (91.9% of vehicle) (Figure 6G), whereas bone specific surface (104.5% of vehicle) in cortical bone slightly increased (Figure 6H). Most changes associated with the combination treatment were considered minor i.e., less than a 10% change in the respective mean value of vehicle-treated mice. Altogether, these data indicate that concurrent treatment with radium-223 and enzalutamide did not markedly compromise bone health in the used preclinical setting.

## 3. Discussion

The development of mCRPC is often associated with AR pathway dysregulation which limits the efficacy of drugs targeting this pathway. Therefore, combination strategies enhancing the efficacy of AR-targeting agents in mCRPC are needed [17]. While enzalutamide and radium-223 are commonly used as single agent for treating patients with mCRPC, real-world data show that they are sometimes also used together, usually in a sequential way [18]. Both radium-223 and enzalutamide prolong the survival of men with mCRPC [2,4].

In this study, we demonstrate, for the first time, the synergistic and enhanced effects of radium-223 and enzalutamide combination treatment *in vitro* and *in vivo*, respectively. Enzalutamide in combination with radiation therapy has been shown to decrease the survival of AR-positive LNCaP cells *in vitro*, but the treatment had no effect on AR-negative PC-3 prostate cancer cells [19], suggesting that the enzalutamide-related radiosensitization in LNCaP cells is mediated via AR. Furthermore, it has been demonstrated in several *in vitro* and *in vivo* prostate cancer models, including LNCaP expressing mutated or wild type AR, that radiation therapy can upregulate AR signaling in CRPC leading to radioresistance [20]. We have previously shown that radium-223 monotherapy exhibits a dual targeting mode-of-action by inducing DNA double-strand breaks in both cancer cells and bone cells, thereby inhibiting tumor-induced pathologic bone formation in the LuCaP 58 xenograft model [21]. As both androgen deprivation therapy and AR inhibitors can suppress DNA damage repair genes [22], concurrent treatment with enzalutamide could make cancer cells more vulnerable to radium-223-induced DNA double-strand breaks. Notably, 32 genes associated with DNA damage repair have been shown to be androgen-regulated in LNCaP cells [23].

To support the hypothesis of enzalutamide-related radiosensitization behind the synergistic antiproliferative effects of radium-223 and enzalutamide, we studied the expression of genes associated with DNA damage repair in R1881-stimulated LNCaP cells treated with or without enzalutamide *in vitro*. In addition to the GSEA that revealed the downregulation of pathways related to DNA damage repair, the expression of several relevant genes was markedly downregulated by enzalutamide. 

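Of the 17046 genes tested in the 15 libraries, 10660 differed between R1881 + enzalutamide and R1881 at an adjusted p under 0.05 from limma, of which 5577 were lower and 5083 were higher with enzalutamide. Requiring in addition a change of at least 2-fold moved this count most and left 1270 genes, of which 714 were lower and 556 were higher. The groups of libraries did not overlap for 37.2% of the genes tested, where chance gives 0.0666%. A change of at least 2-fold downward was found for 7 genes of the DNA strand elongation list, 13 of the ATR activation list, 5 of the list for double-strand break end processing and 3 of the G2/M DNA damage checkpoint list. In the lists for double-strand break end processing and the G2/M DNA damage checkpoint the largest change was upward. It was that of BARD1, a gene chosen after its values were seen, with a log2 fold change of 1.71.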

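CLSPN was expressed at 18.4 ± 1.83 CPM with R1881 (SD, n = 10) and at 6.80 ± 0.480 CPM with R1881 + enzalutamide (SD, n = 5), a log2 fold change of -1.37 (standard error 0.072, adjusted p = 5.63e-13 from limma). CHEK1, which encodes CHK1, decreased from 33.0 ± 3.26 CPM to 21.5 ± 1.23 CPM, a log2 fold change of -0.60 (standard error 0.065, adjusted p = 6.58e-08 from limma), and its lowest R1881 library, at 28.1 CPM, lay above its highest R1881 + enzalutamide library, at 23.2 CPM. CHEK1 lies on chromosome 11 from 125625163 to 125676255 of GRCh38, where the annotation places STT3A on the same strand and ACRV1 on the other within its bounds, so that its counts could include reads of these genes.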

The expression of Claspin (*CLSPN*), for instance, a key protein in checkpoint mediated cell cycle arrest in response to DNA damage induced by ionizing and UV radiation whose downregulation inhibits CHK1 activation [24], was markedly downregulated. Consequently, Claspin interacts with BRCA1 [25], and its gene expression itself was downregulated by 50% upon enzalutamide treatment. 

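BRCA1 had 37.1 ± 3.57 CPM with R1881 (SD, n = 10) and 18.6 ± 2.15 CPM with R1881 + enzalutamide (SD, n = 5). Its log2 fold change was -0.98 (standard error 0.075, adjusted p = 3.44e-10 from limma), and it stayed between -1.01 and -0.90 with each library left out in turn. The lowest R1881 library held 30.1 CPM and the highest R1881 + enzalutamide library 20.4 CPM.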

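DNA2 was expressed at 18.2 ± 2.27 CPM with R1881 (SD, n = 10) and at 9.73 ± 0.419 CPM with R1881 + enzalutamide (SD, n = 5), a log2 fold change of -0.86 (standard error 0.077, adjusted p = 3.98e-09 from limma). BLM, on chromosome 15 from 90717346 to 90816166 of GRCh38, decreased from 10.4 ± 1.45 CPM to 4.62 ± 0.202 CPM. Its log2 fold change was -1.07 (standard error 0.088, adjusted p = 9.56e-10 from limma), and its median CPM decreased by 54.5%.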

Another example is DNA replication ATP-dependent helicase/nuclease DNA2 that is recruited by Bloom helicase (BLM) to DNA double-strand breaks and is involved in processing of 5′-ssDNA ends [26], was also downregulated after enzalutamide treatment. Thus, downregulation of DNA damage repair genes by enzalutamide could radiosensitize LNCaP cells to radium-223, and, therefore, be one plausible mechanism explaining the observed synergistic/enhanced efficacy of radium-223 and enzalutamide combination treatment in the LNCaP model.

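Further lists of DNA repair genes, also written by hand, were scored per library in the same way. The homologous recombination score was -0.05 ± 0.064 with R1881 (SD, n = 10) and -0.40 ± 0.058 with R1881 + enzalutamide (SD, n = 5), a difference of -0.35. The differences of the base excision repair score, -0.14, and of the non-homologous end joining score, -0.15, were smaller (two-sided exact permutation test, p = 0.000333 for each of these 3 lists). For nucleotide excision repair the score was higher with enzalutamide by 0.08 (two-sided exact permutation test, p = 0.000666), with 10 genes higher and 6 lower of 23. Without centring on all genes and with library totals set to 1000000, 76.0% of the homologous recombination difference was left. For non-homologous end joining 49.9% was left and for base excision repair 45.2%, while the nucleotide excision repair difference grew. With camera at a correlation estimated from these libraries none of these 4 lists passed 0.05 (adjusted p = 0.284 for homologous recombination, 0.0948 for base excision repair, 0.167 for non-homologous end joining and 0.473 for nucleotide excision repair). With the preset correlation homologous recombination and base excision repair passed, with adjusted p-values of 0.0205 and 0.0282 from camera, and all 4 passed by fry. Ranked on the ratio of median CPM, none of these 4 lists passed an adjusted p of 0.05 from fgsea. The NES was -1.14 for homologous recombination, -1.50 for base excision repair, 0.90 for nucleotide excision repair and 1.17 for non-homologous end joining, the last with a sign opposite to that of its score. For non-homologous end joining the NES covers 16 genes and the score 15, since 1 member was below the filter on low values, and with no filter its score difference was -0.08. Ranked on the log2 ratio, homologous recombination passed, with an NES of -1.73 and an adjusted p of 0.0110 from fgsea, and the other 3 did not. No library of this experiment came from cells treated with radium-223. From the lower expression of the pathways and of CLSPN, BRCA1 and DNA2 with enzalutamide, the paper proposes that enzalutamide makes LNCaP cells more sensitive to the radiation of radium-223, as a possible mechanism of the enhanced efficacy of the combination.

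**Figure D2:**
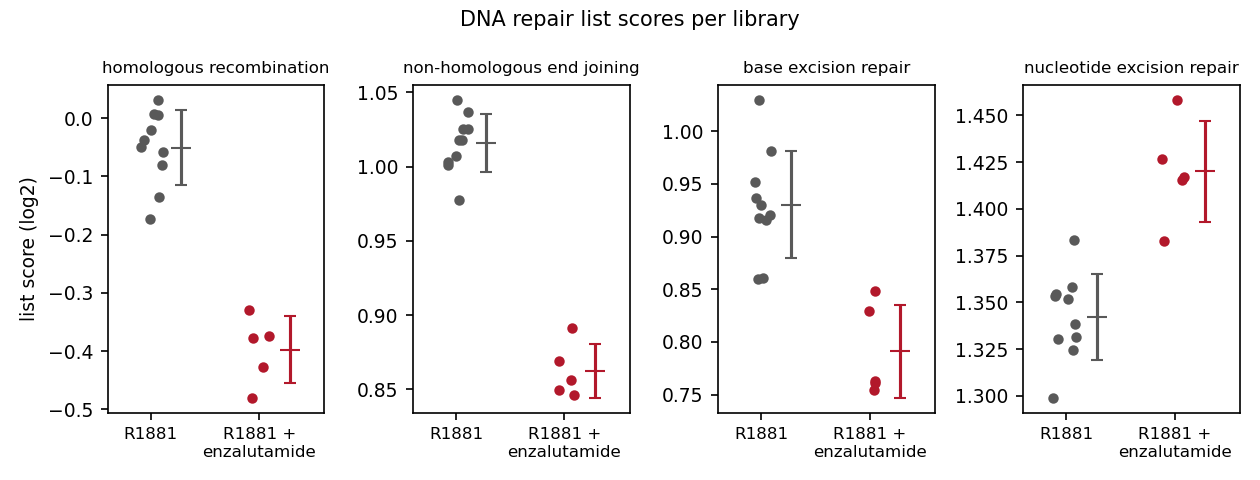
Each point is a library, placed by its list score (mean log2(CPM + 0.5) of the list minus that of all tested genes), for 4 DNA repair lists with R1881 (gray) and R1881 + enzalutamide (red); bars show the mean and SD, the vertical axes differ between panels and do not start at 0, and the horizontal spread within a group carries no value. The R1881 + enzalutamide libraries lie below the R1881 libraries for homologous recombination, non-homologous end joining and base excision repair, and 4 of the 5 lie above every R1881 library for nucleotide excision repair.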

When enzalutamide is combined with radium-223, their effects in the bone microenvironment are prominent. Signs of enzalutamide resistance have been found in bone metastases of enzalutamide-treated patients, and the response to enzalutamide in the bone microenvironment is suggested to be dependent on the patient’s androgen-signaling status [27]. Here, in the intratibial LNCaP xenograft model, the combination of radium-223 and enzalutamide resulted in decreased serum PSA levels and areas of tumor-induced abnormal bone, while either radium-223 or enzalutamide alone did not decrease serum PSA. Previously, we have shown that radium-223 at the same dose level as in this present study has limited antitumor efficacy on PSA in the intratibial LNCaP model [21]. However, here, the end point of PSA was evaluated 2 weeks earlier than in the previous study, which could explain why radium-223 (or enzalutamide) had no marked effect on the PSA concentration this time. Furthermore, the second dose of radium-223 was given only one day before the sacrifice and the last PSA sampling, thus, its potential effects on antitumor efficacy were probably not observable at this point. In another previous preclinical study using this model, radium-223 in combination with abiraterone and prednisone did not show additive/synergistic antitumor effects [28]. This lack of efficacy might be explained by abiraterone/prednisone-mediated reduction of radium-223 uptake to abnormal bone. Importantly, enzalutamide had no effect on radium-223 uptake in our study.

Radium-223 in combination with enzalutamide had a significant impact on bone turnover as indicated by decreased levels of the bone formation marker PINP and the bone resorption marker CTX-I. This is in line with our previous studies, where we have shown that radium-223 decreased PINP levels in serum, reflecting the inhibition of pathological bone changes in the LNCaP model [21]. As monotherapy, radium-223 showed a decreasing trend on the PINP and CTX-I levels, but enzalutamide did not have any effect. In a prospective phase 2 trial, decreased levels of bone markers, including PINP, were associated with improved outcomes in mCRPC patients treated with the combination of radium-223 and enzalutamide, whereas no such impact was seen in patients treated with enzalutamide monotherapy [29].

We have previously reported that radium-223 decreased the tumor-induced bone formation by inhibiting the bone turnover in LuCaP 58 tumor-bearing tibiae in mice [21]. In this study, we observed a decrease in the number of osteoblasts and abnormal bone formation upon radium-223 monotherapy, as well as in combination with enzalutamide. In mice, enzalutamide has been shown to increase the number of osteoblasts and osteoclasts in the trabecular bone of L4 vertebra, but not in tibiae [30]. In our study, concurrent treatment with enzalutamide did not impair the direct effects of radium-223 on osteoblasts, as indicated by similar numbers of osteoblasts in the non-tumor-bearing tibiae upon combination treatment or radium-223 monotherapy. In line with these results, radium-223 alone, and in combination with enzalutamide, resulted in a decrease in the trabecular and periosteal mineralizing surface, whereas enzalutamide monotherapy increased the trabecular mineralizing surface in the non-tumor-bearing tibiae.

Certain characteristics of the LNCaP model may complicate the interpretation of bone metabolism marker results. First, when evaluating systemic PINP and CTX-I levels, one should note that both the treatment-induced and cancer-induced changes in bone turnover are reflected by these bone markers. Our bone marker results suggested that radium-223 in combination with enzalutamide abrogates the bone turnover-inducing effect of enzalutamide. This is supported by the observed increase in the mineralizing surface parameters of enzalutamide-treated tibiae. Moreover, during the treatment, the normal growth of bones in young mice was slowing down, which also affected the bone marker levels and further complicated the interpretation of the results.

The effects of radium-223 and enzalutamide on normal bone microarchitecture in non-tumor-bearing bones were evaluated using micro-CT. We observed no major effects compromising bone structure or microarchitecture upon the combination treatment; however, specific changes in trabecular and cortical bone were associated with the combination treatment. Whether these changes contribute to the risk of non-pathologic fractures remains to be studied. Recent studies suggest that radium-223 in combination with enzalutamide prolongs progression-free survival without increasing the risk of fractures in patients with bone-metastatic CRPC [14,31]. In the first interim safety analysis of the ongoing PEACE III phase 3 trial, no bone fractures were reported in either of the treatment arms when patients were supplemented with denosumab or zoledronic acid [15], whereas a recent safety update with a longer follow-up period showed only a few fractures in these groups [16]. Similar results were also recently found in a retrospective analysis of mCRPC patients treated with radium-223 and abiraterone [32].

In conclusion, this study demonstrated the enhanced antitumor efficacy of the radium-223 and enzalutamide combination *in vitro* and in an *in vivo* xenograft model mimicking prostate cancer metastasized to bone. The combination treatment also prevented the tumor-induced pathological effects on bone, i.e., it reduced the number of osteoblasts and abnormal bone formation in the tumor-bearing bone. Unlike the previously evaluated combination treatment with radium-223, abiraterone and prednisone, the concurrent enzalutamide treatment with radium-223 did not affect radium-223 uptake to bone. This could potentially explain the observed enhanced antitumor effects of this combination. Our findings support the ongoing phase 3 clinical trial, PEACE III (NCT02194842) in which the combination of radium-223 and enzalutamide is being investigated in patients with CRPC metastasized to bone.

## 4. Materials and Methods

### 4.1. In Vitro Cell Viability Assay

The cell viability of androgen-responsive LNCaP human prostate cancer cells was measured using the CellTiter-Glo^®^ assay (Promega, Madison, WI, USA) after 6 days of exposure to radium-223 and the antiandrogen enzalutamide. Isobolograms and combination indexes were calculated according to Chou-Talalay [33], with combination index <0.7 defined as synergistic effect. EC_50_, EC_70_, and EC_90_ values were calculated for each individual combination data point, and the isobolograms were generated. These results were confirmed in the second experiment. The assay is described in more detail in the Supplementary Materials.

### 4.2. In Vitro Androgen Stimulation Assay and RNA Sequencing

LNCaP cells were stimulated with the synthetic androgen R1881 at a concentration of 1 nM after 2 days of starvation in medium supplemented with 10% charcoal-stripped fetal bovine serum FBS. Enzalutamide was added at a final concentration of 2 µM, and the cells were harvested 22 h post-treatment.

Cells were lyzed and RNA was isolated using RNeasy columns with on-column DNA digestion, as described by the manufacturer (Qiagen, Hilden, Germany). RNA integrity was measured using an Agilent 2100 Bioanalyzer (Agilent, Santa Clara, CA, USA), and samples with RNA integrity number (RIN) values above eight were further processed. RNA library preparation was performed after mRNA purification using poly-T beads, as described by the manufacturer (TruSeq Stranded mRNA Kit; Illumina, San Diego, CA, USA). Ten and five biological replicates for the combination and R1881 treatment, respectively, were sequenced on a HiSeq2500 device via single-end, 50 base-pair reads with an average depth of 21 million reads per sample (Illumina, HiSeq2500 HTv4, SR, dual-indexing, 50 cycles). The sequencing data is publicly available through the Gene Expression Omnibus (GEO) database (accession number GSE220097).

FASTQ reads were mapped via STAR aligner to the human genome GRCh38 and quantified with featureCounts from the Subread package [34]. In each treatment group, expression was summarized as median count per million values (CPM) by gene. Gene set enrichment analysis (GSEA) [35] was performed using the Fast Gene Set Enrichment (fgsea) package version 1.22.0 [36] on the ratio of median CPM values from the combination treatment versus single R1881 treatment. GSEA was restricted to Reactome pathways [37] in the Molecular Signatures Database version 2022.1 [38] with at least 15 genes and at most 500. Differentially regulated pathways were defined as having adjusted *p*-values lower than 0.05.

### 4.3. Intratibial LNCaP Xenograft Model

LNCaP cells (2 × 10^6^ in 20 µL of PBS), which secrete PSA [39], were inoculated into the bone marrow cavity of the right proximal tibia of 5–7 weeks old male NOD.scid mice (NOD.CB17/Prkdcscid/scid/Rj, Envigo, Horst, The Netherlands). When inoculated intratibially, LNCaP cells form mixed osteoblastic/osteolytic lesions typically found in patients with metastatic prostate cancer [21]. Six weeks after the inoculation, stratification was performed using serum PSA (*n* = 9/group). The groups were treated with: (I) vehicle (28 mmol/L sodium citrate every four weeks with two doses in total (Q4W × 2), i.v. and peanut oil with 5% benzyl benzoate once daily (QD) p.o.), (II) radium-223 (330 kBq/kg, Q4W × 2, i.v.), (III) enzalutamide (30 mg/kg, QD, p.o.) or (IV) combination of radium-223 (330 kBq/kg, Q4W × 2, i.v.) and enzalutamide (30 mg/kg, QD, p.o.) for 28 days (Figure 7). Animal experiments were approved by the Animal Experiment Board in Finland (license number: ESAVI-2331-04 10 07-2017) and followed the guidelines of the European Union directive 2010/63/EU. Additional procedures are described in the Supplementary Materials.

### 4.4. PSA and Biochemical Markers of Bone Turnover

Blood samples (100–200 μL) were collected after six hours of fasting from the saphenous vein seven days before randomization and once weekly after the initiation of treatments. At sacrifice, blood samples were obtained through a cardiac puncture. The samples were collected into Microvette 100 Z & 200 Z-Gel tubes (Sarstedt Ag & Co, Nümbrecht, Germany) and were gently inverted. The blood was allowed to clot at room temperature for 30–60 min followed by a centrifugation at 10,000× *g* at room temperature for 5 min. The serum samples were stored at −80 °C. Serum PSA was measured at two time points, seven days before treatment start and at the end of the study (28 days post-treatment). Levels of the bone formation marker PINP and the bone resorption marker CTX-I were measured seven days before the initiation of treatments and on days 7, 14, 21, and 28. The markers were analyzed using the Human Kallikrein 3/PSA Quantikine® enzyme-linked immunosorbent assay (ELISA) kit (R&D Systems, Minneapolis, MN, USA), and Rat/Mouse PINP and RatLaps® CTX-I ELISA kits (both from IDS Ltd, Boldon, UK). These kits utilize quantitative sandwich or competitive ELISA techniques with peroxidase-linked antibodies specific for human PSA, PINP or CTX-I, and chromogenic (tetramethylbenzidine) color detection. The measurements were done according to the manufacturers’ instructions. Serum samples for PSA (45 µL), PINP (5 µL) and CTX-I (15 µL) measurements were added to pre-coated microplates. Equivalent volumes of assay standards and controls were used. For quantification, absorbance was measured at 450 nm using a VICTOR2 Multilabel Counter (PerkinElmer, Waltham, MA, USA).

### 4.5. Radiography of Tumor-Bearing Tibiae

Tumor-bearing tibiae were imaged using a Faxitron Specimen Radiographic System MX-20 D12 (Faxitron Corp., Wheeling, IL, USA) and Faxitron Dicom software v3.0. Tumor-induced abnormal bone area was determined from the X-ray images using MetaMorph image analysis software (Molecular Devices LLC, Sunnyvale, CA, USA).

### 4.6. Ex Vivo Analyses

At sacrifice, hind limbs were collected, and bone volume, cross-sectional dimensions, and bone structure of non-tumor-bearing tibiae were quantified using a SkyScan 1276 high-resolution micro-CT scanner (Bruker, Kontich, Belgium). Bone formation and cellular characteristics were analyzed by bone histomorphometry using an OsteoMeasure7 histomorphometry system (OsteoMetrics, Atlanta, GA, USA). Micro-CT and bone histomorphometry parameters are listed in Tables S1 and S2, respectively. To evaluate radium-223 uptake in bone, the radioactivity of tumor-bearing and non-tumor-bearing tibiae was measured using an automatic gamma counter (Hidex, Turku, Finland). Tumor-bearing tibia histology sections were stained with H&E and analyzed using Pannoramic 250 Flash and Pannoramic 1000 slide scanners (3DHISTECH Ltd., Budapest, Hungary). The methods are described in detail in the Supplementary Materials.

### 4.7. Statistical Analyses

Statistical analyses were performed using the R statistical software v3.6.3 [40]. Longitudinal biomarker data (PSA, PINP, CTX-I) were log-transformed and analyzed using mixed models and model contrasts. For PSA data, the values at the end of the study relative to baseline were analyzed using ANOVA, and the pairwise comparisons using ANOVA contrasts. For PINP and CTX-I, the data were modeled using a linear mixed-effects model and the comparisons were performed using model contrasts. For *ex vivo* radiography analysis, the data were analyzed using ANOVA after square root transformation. Micro-CT and histomorphometry data were analyzed using ANOVA followed by contrasts, or Kruskal-Wallis test followed by Dunn’s test. Kruskal-Wallis test and pairwise comparisons using Dunn’s test were applied for histology analyses. Radium-223 uptake data were analyzed using Welch’s *t*-test. All statistical tests used were two-sided. The obtained *p*-values were adjusted for all analyses.

## Figures and Tables

**Figure 1:**
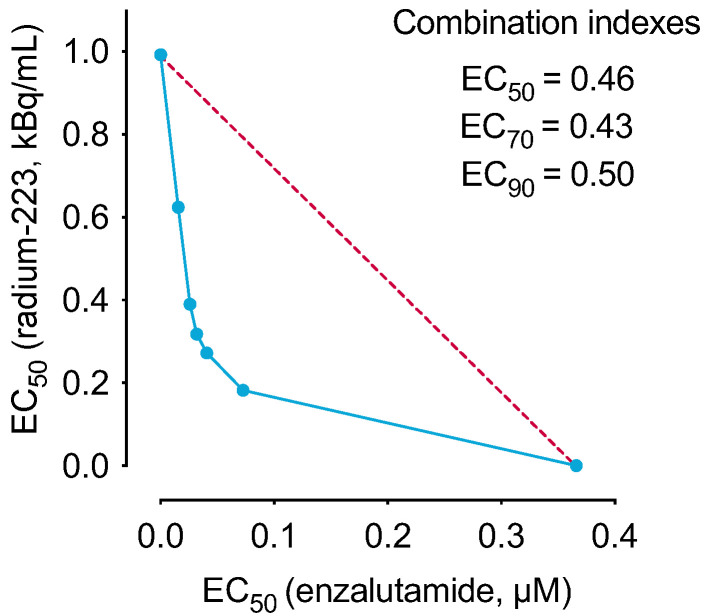
The combination of radium-223 and enzalutamide has synergistic antiproliferative efficacy *in vitro*. Isobologram for the *in vitro* combination effect of radium-223 and enzalutamide on the cell viability of LNCaP prostate cancer cells. Combination indexes were calculated for the combination treatment of radium-223 and enzalutamide with 0.3–0.7 defined as synergism and 0.70–0.85 defined as moderate synergism.

**Figure 2:**
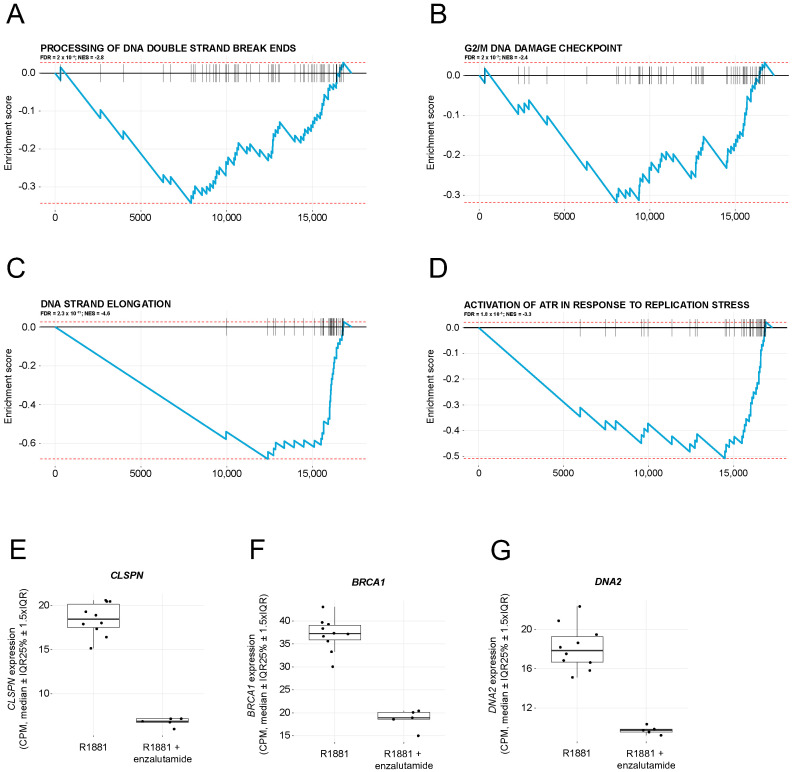
Enzalutamide treatment downregulates pathways involved in DNA damage repair. Gene set enrichment analysis (GSEA) of downregulated pathways related to DNA damage repair in LNCaP cells after treatment with enzalutamide. Enrichment plots for the Reactome pathways: (**A**) “Processing of DNA double-strand breaks ends”, (**B**) “G2/M DNA damage checkpoint”, (**C**) “DNA strand elongation”, and (**D**) “Activation of ATR in response to replication stress”. Effect size and statistical significance are indicated by normalized enrichment scores (NES) and false discovery rate (FDR) for each pathway. Gene expression of (**E**) *CLSPN*, (**F**) *BRCA1*, and (**G**) *DNA2* for samples stimulated with R1881 or treated with enzalutamide after R1881 stimulation. Boxplots describe counts per million (CPM, median ± IQR25% ± 1.5xIQR).

**Figure 3:**
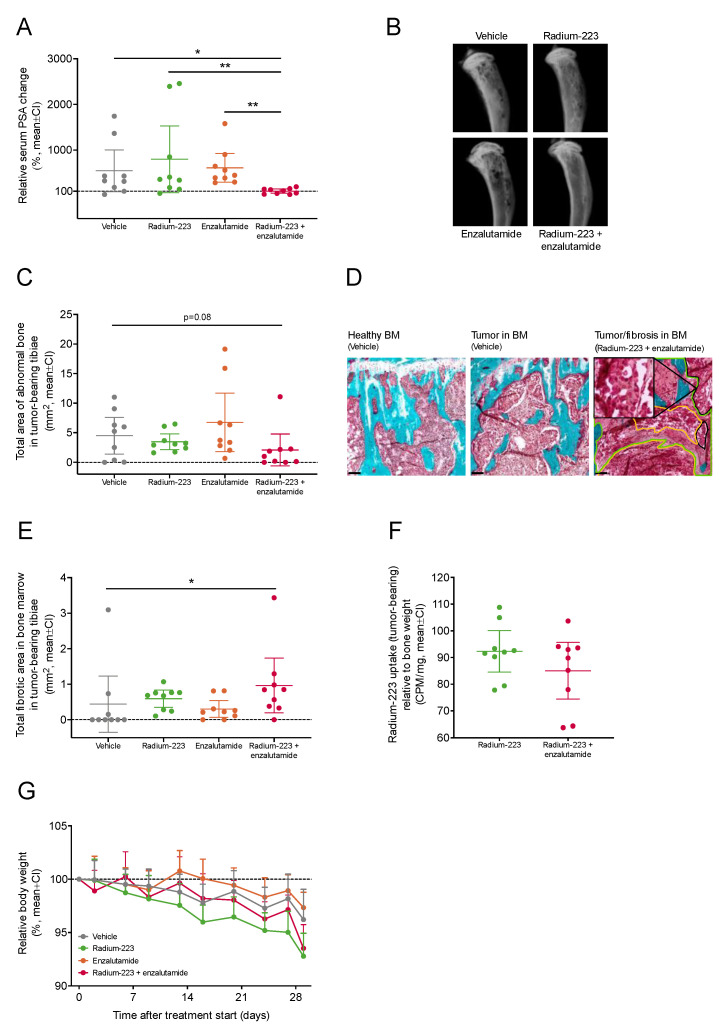
Combination treatment with radium-223 and enzalutamide exhibits enhanced antitumor efficacy *in vivo*. Blood samples were collected from the saphenous vein of mice (*n* = 9/group) treated with vehicle, radium-223 (330 kBq/kg, Q4W × 2), enzalutamide (30 mg/kg, QD, p.o.) or the combination of radium-223 and enzalutamide. (**A**) Serum PSA change at the end of the study relative to the pre-treatment baseline. (**B**) Representative *ex vivo* X-ray images of tumor-bearing tibiae. (**C**) Total area of abnormal bone measured by radiography. (**D**) Representative histology images (10×) of healthy bone marrow (BM) and LNCaP tumor tissue in bone marrow stained with Masson-Goldner’s trichrome. Tumor (black lines, with a zoomed insert of tumor), necrotic (yellow lines) and fibrotic (green lines) tissue areas are annotated in the image on right. Scale bar length: 100 μm. (**E**) Total fibrotic area in the bone marrow of tumor-bearing tibiae as determined by histology. (**F**) Radium-223 uptake in bone determined by measuring radioactivity in the tumor-bearing tibiae. The results are expressed as counts per minute (CPM) normalized to the weight of the bone sample. Plots describe mean and 95% confidence interval (CI). (**G**) Relative body weights of mice treated with vehicle, radium-223, enzalutamide, or their combination. Body weights were recorded twice weekly during the treatment period The figure describes relative body weight compared to the treatment start, shown as mean and 95% confidence interval (CI). The statistical analyses were performed using ANOVA (**A**,**C**), Kruskal–Wallis test and pairwise comparisons using Dunn’s test (**E**), or Welch’s *t*-test (**F**): * *p* < 0.05; ** *p* < 0.01.

**Figure 4:**
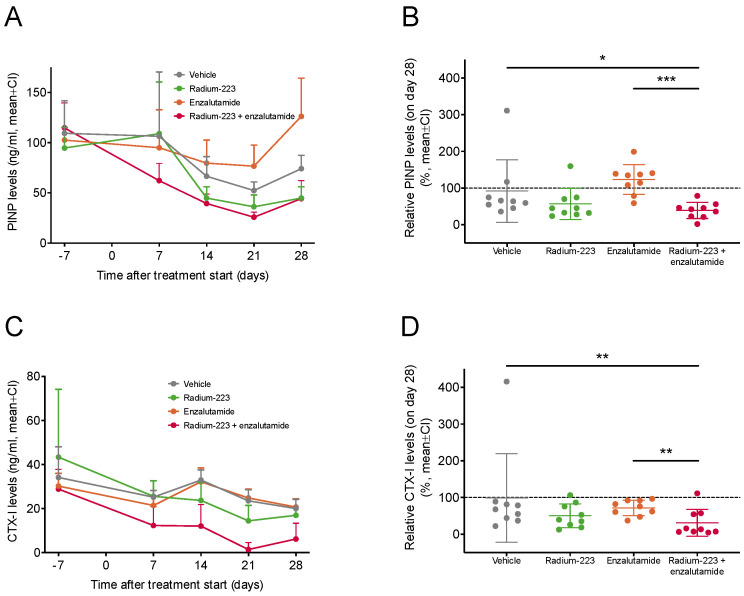
Radium-223 and enzalutamide combination treatment inhibits abnormal bone turnover. (**A**,**B**) PINP and (**C**,**D**) CTX-I bone marker levels were measured in blood samples collected from the saphenous vein of mice (*n* = 9/group) 7 days prior to and 7, 14, 21, and 28 days after the initiation of treatment. The mice were treated with vehicle, radium-223 (330 kBq/kg, Q4W × 2), enzalutamide (30 mg/kg, QD, p.o.) or the combination of radium-223 and enzalutamide. Values describe mean and 95% confidence interval (CI). The statistical analyses were performed using mixed models and model contrasts: * *p* < 0.05; ** *p* < 0.01; *** *p* < 0.001.

**Figure 5:**
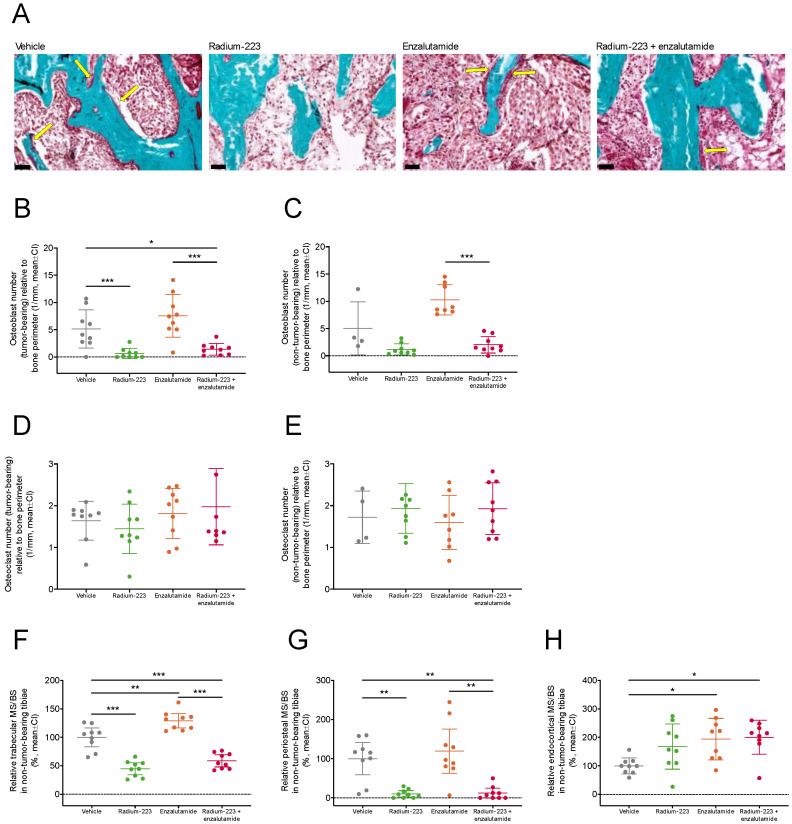
Concurrent enzalutamide administration does not impair radium-223-specific antitumor effects in bone or its ability to inhibit abnormal bone formation. The mice (*n* = 9/group) were treated with vehicle, radium-223 (330 kBq/kg, Q4W × 2, i.v.), enzalutamide (30 mg/kg, QD, p.o.), or their combination. The bones were labeled with alizarin red and calcein green *in vivo* for dynamic histomorphometry. (**A**) Representative images (20×) of osteoblast clusters (indicated with yellow arrows) in tumor-bearing tibiae in all treatment groups visualized by Masson-Goldner’s trichrome staining. Scale bar length: 50 μm. The number of (**B**,**C**) osteoblasts and (**D**,**E**) osteoclasts relative to bone perimeter in tumor-bearing (*n* = 9/group) and non-tumor-bearing tibiae (*n* = 9/group, except vehicle, *n* = 4; enzalutamide, *n* = 8) as determined by histomorphometry. Bone formation parameters, (**F**) trabecular, (**G**) periosteal and (**H**) endocortical mineralizing surface per trabecular, periosteal and endocortical bone surface (MS/BS), respectively, were measured in the non-tumor-bearing tibiae by dynamic histomorphometry. Plots indicate mean and 95% confidence interval (CI). The statistical analyses were performed using ANOVA followed by contrasts, or Kruskal–Wallis test followed by Dunn’s test: * *p* < 0.05; ** *p* < 0.01; *** *p* < 0.001.

**Figure 6:**
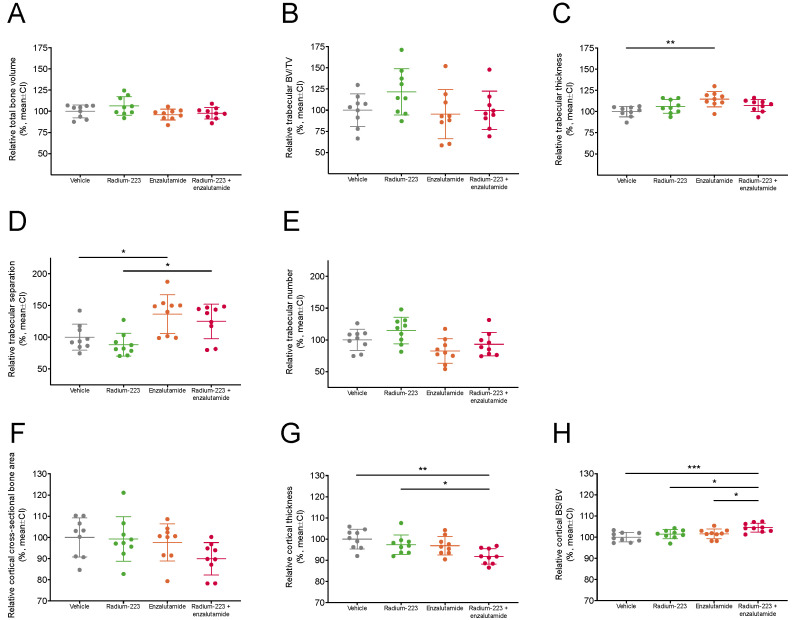
Radium-223 and enzalutamide combination treatment does not affect bone microarchitecture. The mice (*n* = 9/group) were treated with vehicle, radium-223 (330 kBq/kg, Q4W × 2, i.v.), enzalutamide (30 mg/kg, QD, p.o.), or their combination. Bone structure parameters (relative to vehicle) described as (**A**) total bone volume (BV), (**B**) trabecular bone volume fraction (BV/TV), (**C**) trabecular thickness, (**D**) trabecular separation, (**E**) trabecular number, (**F**) cortical cross-sectional bone area, (**G**) cortical thickness, and (**H**) cortical bone specific surface (BS/BV). Plots indicate mean and 95% confidence interval (CI). The statistical analyses were performed using ANOVA followed by contrasts or Kruskal–Wallis test followed by Dunn’s test: * *p* < 0.05; ** *p* < 0.01; *** *p* < 0.001.

**Figure 7:**
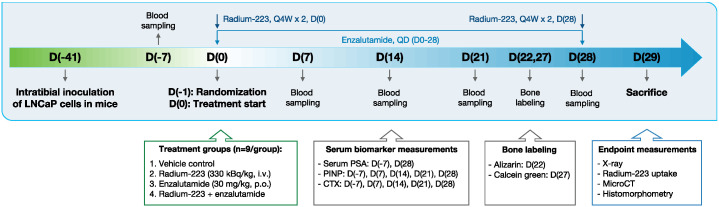
The study outline and timeline of the intratibial LNCaP model. Six weeks after inoculation, the mice were stratified to treatment groups and treated with vehicle, radium-223 (330 kBq/kg, Q4W × 2, i.v., on days 0 and 28), enzalutamide (30 mg/kg, QD × 28, p.o.), or a combination of radium-223 and enzalutamide for 28 days. D(number) indicates days from treatment start.

## Data Availability

The data presented in this study are openly available in the Gene Expression Omnibus database (accession number GSE220097), in the article and in its online Supplementary Materials.

## Supplementary Materials

The supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms24032189/s1. References [41,42,43,44,45,46] are cited in the Supplementary Materials.

How the deposited data were processed for this re-analysis (not part of the article)

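Polyadenylated RNA of LNCaP cells was measured in 15 libraries, 10 of cells treated with R1881 and 5 of cells treated with R1881 and enzalutamide, as given by the sample labels and by the points drawn in Figure 2E–G. The methods text gives these numbers the other way round. The authors mapped single-end reads with STAR to GRCh38, counted them with featureCounts and deposited a normalized signal per gene and library, which the methods call CPM. The versions of these tools, the gene annotation, the use of the strand in counting, the rule by which 17272 genes were kept and the scaling of the library sizes are not given in the sources used here. The columns of the deposited signal summed to between 985580 and 1078567, so that the library sizes used by the authors were not the plain totals. All values (100%) were whole multiples of the value of 1 read within a tolerance of 0.01 reads, and the recovered totals per library ranged from 15830745 to 25416052 reads. No column without a sample was present in the file. Libraries of the same treatment differed by more than sampling noise in each of 55 pairs (chi-square per degree of freedom of at least 1.63), so none was counted as a repeat of another. This check cannot tell libraries of separate cultures from repeat preparations of a single culture, since either can differ by more than sampling noise.

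Gene-wise differences were tested with limma 3.58.1 (mean-variance trend, log2(CPM + 0.5), mean CPM of at least 0.5 over all libraries, treatment as the only term, Benjamini-Hochberg adjustment, threshold 0.05) in R 4.3.3. The design had been fixed for CPM, and the values were kept as deposited, with edgeR 4.0.16 (quasi-likelihood test) and DESeq2 1.42.0 on the recovered reads as alternatives. Percent decreases compare median CPM, as in the study. Gene lists were tested with the multilevel method of fgsea 1.28.0 on the ratio of median CPM, where the study used version 1.22.0. The list size was 15 to 500, and the first step used 10000 simple permutations, since fewer left some lists without a p-value. Scores per library, the mean log2(CPM + 0.5) of a list minus that of all tested genes, were compared with a two-sided exact permutation test over all regroupings of the libraries, with camera and fry of limma beside it. The lists for the 4 pathways, non-homologous end joining, nucleotide excision repair, base excision repair, homologous recombination, and androgen-induced and androgen-repressed genes were written by hand from general knowledge, and the S phase and G2/M phase lists were those of Seurat 5.3.0. Members without a row under their current or an older symbol were not analysed here. Genome positions are from GENCODE v44 on GRCh38. GC content was taken from the transcripts of that annotation for the 85.8% of genes whose symbol matched.

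The sample mapping, the tests, the lists, the alternatives other than those named last and the rule for named genes were set before the data were examined. By this rule the genes named in the text are those of this signalling that the study names (among them CLSPN, BRCA1, DNA2, BLM, CHEK1 and KLK3), androgen targets (among them KLK2, TMPRSS2 and FKBP5), the 3 members of each pathway list with the lowest log2 fold change, and the 5 highest and 5 lowest genes among those with an adjusted p under 0.05, a mean CPM of at least 5 and no overlap between the treatments. Some genes that the rule names are not reported here. Names outside this rule are marked where they appear. The limma test and the list score were tested on simulated reads for the comparison of R1881 + enzalutamide with R1881, over 16819 genes. Of 200 genes changed 2-fold, 98% were called, as were 13 of 16588 unchanged genes, and a list shifted by -0.70 was returned at -0.67. The simulated genes varied independently of each other, and no series difference or trend on GC content was simulated. In the data 10660 of 17046 genes were called, so the simulation cannot give the share of false calls there. Precision is limited by the number of libraries and, for genes with few reads, by counting error.

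The alternatives covered the pseudocount (0.1 and 1), the filter on low values, the scaling (median-ratio factors, TMM factors), the test, a block for the replicate number, each R1881 series alone, the ranking statistic, the list members, and each library left out in turn. Added after the data were seen were removal of the trend on GC content in each library (a spline with 5 degrees of freedom), library totals set to 1000000, and count tests on the R1881 series.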

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

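The split of the homologous recombination list by S and G2/M phase genes as a test of the cell cycle, the test of sample labels, the removal of the trend on GC content and the library totals set to 1000000 were chosen after the results were seen, while the tests of the list scores had been planned. Over 86 groups of 5 or 10 libraries examined for a library far from the others, 2 had such a library, where chance gives about 4.3.

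The G2/M DNA damage checkpoint score of R1881 + enzalutamide replicate 2 was 1.29, and those of the other R1881 + enzalutamide libraries lay between 1.37 and 1.41. The deviations of this library from its group mean followed the GC content of genes (Spearman's rho 0.70 across genes, which are not independent replicates). With the trend on GC content removed from each library, its gap to the nearest library over the range of the group was 0.396, below the critical value, so GC content bias may account for this library. Without it the difference between treatments in this score was -0.23. No biological explanation was tested.

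R1881 + enzalutamide replicate 5 held 25416052 reads, and the next library of its group 22329140. Without this library 10071 genes were called between treatments. With the reads of every library thinned to the smallest total, 10257 genes were called, which argues against library size as the source of the difference between treatments.

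The S phase and G2/M phase lists, which the paper does not report on, were lower with enzalutamide by more than each of the 4 pathway lists. Among those 4, DNA strand elongation fell most, with a score difference of -0.72. On the ratio of median CPM the NES was -5.11 for S phase and -5.81 for G2/M phase, against -4.70 for DNA strand elongation. The score differences were -0.82 for S phase and -0.76 for G2/M phase (two-sided exact permutation test, p = 0.000333 for each), with 41 of 43 and 51 of 52 genes lower at an adjusted p under 0.05 from limma. GC content bias is argued against, since at least 99.7% of each difference was left with the trend removed. With camera at a correlation estimated from these libraries neither list passed 0.05 (adjusted p = 0.0948 and 0.145), while both passed by fry. Fewer cells in these phases and lower expression of these genes in each cell both remain open as biological explanations, and bulk RNA cannot tell them apart.

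The homologous recombination list was lower with enzalutamide, with a score difference of -0.35. The 2 members in the S and G2/M phase lists had a score difference of -1.04, and the 21 members outside them -0.28. A lower share of cells in S and G2/M phase may contribute, but whether it accounts for the whole cannot be told apart here, because members outside these lists can also follow the cell cycle. With the trend on GC content removed the difference was -0.34.

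The androgen-induced list was lower with enzalutamide, with a score difference of -3.21, and the androgen-repressed list was higher, with 1.98 (two-sided exact permutation test, p = 0.000333 for each). All 21 androgen-induced genes were lower and all 6 androgen-repressed genes were higher at an adjusted p under 0.05 from limma. The number of libraries with an androgen-induced score within the range of the other treatment was 0, which argues against a mislabelled sample. Without centring on all genes, at least 99.4% of either difference was left with median-ratio or TMM factors. With library totals set to 1000000, 97.1% of the androgen-induced difference was left. For the androgen lists this argues against the authors' library scaling. With camera at a correlation estimated from these libraries the androgen-repressed list did not pass 0.05 (adjusted p = 0.0927), while the androgen-induced list did. The direction is that of a drug that blocks androgen signalling, and may be the effect of enzalutamide, the treatment of the design.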

How the results depend on the processing

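The removal of the trend on GC content, the library totals set to 1000000 and the count tests on the R1881 series were chosen after the data were seen; the other alternatives had been planned.

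The count of genes called between R1881 + enzalutamide and R1881, 10660 in the main setting, was 1270 when a change of at least 2-fold was also required, by construction of the stricter threshold. Under the other alternatives it lay between 8297, with a mean CPM of at least 5 and fewer genes tested, and 10917, with library totals set to 1000000. DESeq2 on the recovered reads called 10552 genes and edgeR 10744, of which 10355 and 10028 were shared with limma. Against the R1881 libraries 51 to 55 the count was 10535 and against 71 to 75 it was 10080. With each library left out in turn it lay between 10071 and 10877. The share of higher genes among those called was 47.7% with the scaling as deposited and 60.7% with library totals set to 1000000, so the balance of higher and lower genes depends on the scaling.

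The decreases of CLSPN, BRCA1 and DNA2 kept their direction and stayed past the threshold under the alternatives run, as did the NES and the score differences of the 4 pathway lists in fgsea and in the permutation test. The exception is camera with a correlation estimated from these libraries, by which none of the 4 pathway lists passed 0.05. The NES of DNA strand elongation was between -4.87 and -4.36 with each library left out in turn, that of ATR activation between -3.41 and -3.10, that of double-strand break end processing between -2.69 and -2.26 and that of the G2/M DNA damage checkpoint between -2.42 and -2.03. Ranking on the log2 ratio gave -2.27, -2.31, -1.79 and -1.71 in the same order, and leaving out the S and G2/M phase genes gave -3.61, -2.57, -2.44 and -2.17. In the tests of the score itself, the score differences of all 12 lists kept their direction and their side of the threshold under 286 alternative values, and the log2 fold changes of the 30 genes examined singly under 930. Leaving out the S and G2/M phase genes changes nothing in lists that hold none of them. None of the score alternatives changed the scaling, which centring on all genes largely removes by construction. Without centring and with library totals set to 1000000, 87.7% of the DNA strand elongation difference was left and 86.8% for ATR activation. For double-strand break end processing 70.5% was left, and for the G2/M DNA damage checkpoint 66.8%. With median-ratio or TMM factors at least 94.7% was left for each of the 4 pathway lists.

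The count of genes called between the R1881 libraries 51 to 55 and 71 to 75 depended on the setting. It was 553 in the main setting, 213 with the last digit of the library number as a replicate block, 947 with the trend on GC content removed, where 605 were called for the same genes without the removal, and 1004 by DESeq2 on the recovered reads. With each R1881 library left out in turn it lay between 56 (without replicate 9) and 969 (without replicate 3). It was 353 without replicate 4, 86 without replicate 5, 348 without replicate 6, 74 without replicate 7, 283 without replicate 8 and 60 without replicate 10. Leaving out a library leaves fewer samples, and beyond that the cause was not tested.

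The labels give both treatments the replicate numbers 1 to 5. Replicate numbers 6 to 10 occur only with R1881, so a block on the replicate number in effect leaves those libraries out of the comparison. Same-numbered libraries did not deviate together: the correlations of their deviations from the group means lay between -0.068 and 0.074 across genes, so the libraries share only a number. With the replicate number as a block 10043 genes were called, and with the last digit of the library number 10720. The block on the replicate number gave decreases of 61.8% for CLSPN, 48.1% for BRCA1 and 43.4% for DNA2. Its score differences were -0.72 for DNA strand elongation, -0.66 for ATR activation, -0.28 for double-strand break end processing and -0.25 for the G2/M DNA damage checkpoint. It changed no call of a list or named gene.

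Depth limits the genes with few reads. STEAP4, CCDC141 and TUBA3E had a median of 3 reads per library with R1881 + enzalutamide, TUBA3D had 5 and CHRNA2 had 11. Among the highest genes, PLD1 had a median of 5.5 reads per library with R1881, or 0.27 CPM, which is below the pseudocount. The fold changes of all these genes depend on the pseudocount.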

Differences from the paper's values

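The paper's methods text gives 10 biological replicates for R1881 + enzalutamide, while 5 libraries carry that label, and the paper's number for R1881 is 5, while 10 libraries carry that label. The points drawn in Figure 2E–G follow the labels. No alternative set before the data were examined changes these numbers.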

Other observations

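The removal of the trend on GC content, the test of whether the R1881 series differ in the pathway scores by as much as the treatments, and the split of lists by S and G2/M phase genes as a test of the cell cycle were chosen after the first results were seen, as was BARD1 after its values were seen, while the comparison of the R1881 series and that of the treatment with each series alone had been planned.

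The difference between R1881 + enzalutamide and R1881 was larger than in other groupings of the libraries. In a set of 100 splits of the 15 libraries into 5 and 10, made of the real one and others drawn at random, no other split called as many genes as the real one, so that 1 in 100 did with the real one included, and the largest other split called 7060. KLK3, which encodes PSA, decreased from 1588 ± 209.2 CPM with R1881 (SD, n = 10) to 134.1 ± 7.66 CPM with R1881 + enzalutamide (SD, n = 5), and its median decreased by 91.4% in these cultured cells.

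The lowest genes were STEAP4, with a log2 fold change of -6.72, TUBA3D with -6.40, CHRNA2 with -6.20, CCDC141 with -5.92 and TUBA3E with -5.60. TUBA3D and TUBA3E are near-identical paralogs between which reads can be split or lost, and their values are uncertain. The highest were PLD1 with 4.69, CCDC80 with 4.19, AMIGO2 with 3.83, DOCK10 with 3.70 and SI with 3.68.

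BARD1, a partner of BRCA1 that is in the lists for double-strand break end processing, the G2/M DNA damage checkpoint and homologous recombination, rose with enzalutamide while BRCA1 fell. It was expressed at 98.2 ± 5.98 CPM with R1881 (SD, n = 10) and at 321.6 ± 19.0 CPM with R1881 + enzalutamide (SD, n = 5), a log2 fold change of 1.71 (standard error 0.046, adjusted p = 5.85e-18 from limma), and was higher in all 5 R1881 + enzalutamide libraries than in any R1881 library. With each library left out in turn the log2 fold change lay between 1.68 and 1.74. It lies on chromosome 2 from 214725646 to 214809683 of GRCh38, and the annotation places no other gene within its bounds. The paper does not report it. No explanation was tested.

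The R1881 libraries 51 to 55 and 71 to 75 received the same treatment by their labels and still differed. At an adjusted p under 0.05 from limma 553 of 16810 genes were called, of which 409 were lower and 144 higher in the libraries 71 to 75, and 4042 had an unadjusted p under 0.05. In a set of 100 splits of these 10 libraries into 5 and 5, made of the real one and others drawn at random, limma called 0 genes in each of the others. The differences were small, with a median size of 0.23 on the log2 scale among the genes called. KLK2 was higher in the libraries 71 to 75, at 527.2 ± 13.4 CPM (SD, n = 5) against 398.3 ± 14.6 CPM (SD, n = 5), as was KLK3, with a log2 difference of 0.35 (standard error 0.036), while the differences of the S phase score, -0.16, and of the G2/M phase score, -0.22, went the other way (two-sided exact permutation test, p = 0.00794 for each, 0.0119 after adjustment over 12 lists). For the androgen-induced list as a whole the score in the libraries 71 to 75 was higher by 0.03 (two-sided exact permutation test, p = 0.143). With the trend on GC content removed it was higher by 0.05 (two-sided exact permutation test, p = 0.00794). The log2 differences between the series followed the GC content of genes, with a Spearman's rho of 0.65 across genes, which are not independent replicates, against -0.048 for the treatment. With the trend on GC content removed from each library, 69.9% of the genes called without the removal stayed called, and the S and G2/M phase differences were -0.11 and -0.18, which argues against GC content as the whole cause. With all libraries thinned to the smallest total 439 genes were called, which argues against library size. The count itself changed with single libraries, and fell to 56 without R1881 replicate 9. A difference between cultures or between library preparations may lie behind it; the labels give no culture or preparation date, so these were not tested.

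Both series bear on the pathway lists. The scores of the libraries 71 to 75 were lower than those of 51 to 55, with a difference of -0.10 for DNA strand elongation, -0.11 for ATR activation, -0.08 for double-strand break end processing and -0.09 for the G2/M DNA damage checkpoint. At most, for the G2/M DNA damage checkpoint, this was 36.1% of the difference between treatments. Against either series alone all 4 lists were lower with enzalutamide, with the G2/M DNA damage checkpoint at -0.30 against 51 to 55 and at -0.21 against 71 to 75. Since the libraries 81 to 85 hold all of the R1881 + enzalutamide samples, a part of the treatment difference that comes from the series cannot be told apart from the treatment. For the difference between treatments GC content is argued against, since at least 98.5% of each list's difference was left with the trend removed. For the difference between the R1881 series it is not excluded as a part of the cause. With the trend removed, that difference was -0.09 for DNA strand elongation, -0.078 for ATR activation, -0.048 for double-strand break end processing and -0.046 for the G2/M DNA damage checkpoint.

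A hypothesis is that a lower share of cells in S and G2/M phase contributes to the fall of the lists for double-strand break end processing and the G2/M DNA damage checkpoint. Only 5 genes of each list are in the S and G2/M phase lists. As a mean over the 5 genes, these fell more than the other 56, though single genes of either part can differ from its mean. The score differences of the 5 genes were -0.83 for double-strand break end processing and -0.90 for the G2/M DNA damage checkpoint. The other 56 of each list were lower as well, with -0.23 and -0.19 (two-sided exact permutation test, p = 0.000333 for the score of these 56 genes in each list and for its gap to the score of the 5 genes). So the genes of the S and G2/M phase lists do not account for the whole fall. Since genes outside these lists can also follow the cell cycle, whether fewer cells in these phases account for it cannot be told apart from a lower expression per cell. The same holds for DNA strand elongation and ATR activation, which hold more such genes. Of their members, 12 of 32 and 9 of 37 are in the S and G2/M phase lists. Without these genes the score differences were -0.62 and -0.55, so a lower share of cells in these phases remains open there too.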
